A study of Mus musculus with 24 samples. Its data were reported in "Chromatin architecture at susceptible gene loci in cerebellar Purkinje cells characterizes DNA damage–induced neurodegeneration" (2021).

How the data were processed

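Total RNA was sequenced from the cerebellum and the cerebral cortex of mice that lacked Atm in the nervous system (a conditional allele removed by Nestin-cre), mice that lacked Aptx, mice with both changes (the double mutants) and control mice. The cerebellum was represented by 6 double-mutant, 2 Aptx-mutant, 2 Atm-mutant and 4 control libraries. The cortex was represented by 6 double-mutant and 4 control libraries. Groups were taken from the labels. The study describes separate animals, the labels name only samples, and the p-values therefore measure the spread between these samples.

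The authors prepared stranded libraries after removal of ribosomal RNA, sequenced them on an Illumina instrument, mapped the reads to the mouse genome (build mm9) with BWA 0.5.10 and counted reads per gene with HTSeq, whose version was not given. The deposited values are FPKM, fragments per kilobase of transcript scaled to library size, as made by the authors, with 1 column per library and 22562 genes. The files hold no counts, so the depth is unknown and no counting interval was computed. Low values gave a partial check. Genes under 0.2 FPKM were compared with double mutant 1 of the same tissue, where values of the same read number share 1 ratio. In 9 cerebellum and 5 cortex libraries, double mutant 1 included, 16.1% to 20.9% and 17.0% to 19.2% of these genes shared the commonest ratio (within 0.001 on the log2 scale), which put the relative depth between 0.642 and 1.18 in cerebellum and between 0.938 and 1.33 in cortex. In the remaining 5 libraries of each tissue, which were all controls and double mutant 6, 0.305% to 3.41% and 0.333% to 1.89% did so, and at least 98.5% of all their values above 0 carried more than 10 significant digits against at most 0.0448% elsewhere. These columns were therefore computed differently from the others, in a way that was not tested and that the methods do not state. The other libraries are called libraries with read steps. All mutant libraries carry 1 series code in their names within a tissue and all controls another.

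Values were transformed as log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 2 cerebellum libraries or at least 4 cortex libraries were tested. Linear models were fitted in R 4.3.3 with limma 3.58.1 (empirical Bayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment over genes. A gene was called at an adjusted p below 0.05, and counted again where the absolute log2 fold change also exceeded 1, the threshold of the study. The 14 cerebellum libraries entered 1 fit with 4 genotype groups, so that the groups share an estimate of the spread. The cortex fit held 10 libraries. The difference between tissues was tested in a fit of the 20 double-mutant and control libraries on genes that passed both filters. Comparisons were double mutant against control in each tissue, each single mutant against control, double mutant against the mean of the single mutants and against each of them, the departure from additivity (double minus Aptx minus Atm plus control), and the double-mutant effect in cerebellum minus that in cortex. Here "rose", "fell" and "called" refer to an adjusted p below 0.05.

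Gene lists covered markers of Purkinje cells, granule neurons, inhibitory interneurons, cortical excitatory neurons, astrocytes, reactive astrocytes, microglia, activated microglia, oligodendrocytes, their precursors, vessels, choroid plexus, meninges and blood. Others covered immediate early genes, p53 targets, DNA repair, interferon response, potassium channels, synaptic transmission, hereditary ataxias, calcium signalling, nonsense-mediated decay, splicing and R-loop factors, genes named by the study, housekeeping genes, ribosomal proteins, mitochondrially encoded genes and histones. Lists with at least 5 tested members were compared with all other genes by camera in limma with a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. The fry test in limma, which asks whether a list changed at all and not whether it differs from other genes, was run beside them. Groups, comparisons, lists, most alternatives and the rule for named genes were fixed before the data were examined. The lists of ATF4 targets, brain stem and midbrain markers and pituitary markers were chosen after seeing the data.

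Named genes were Atm, Aptx, the study's named genes, up to 4 members with the smallest p of each list described, and genes ranked by fold change. In the cerebellar comparison of double mutants with controls the ranked genes were the 15 lowest and 12 highest log2 fold changes past both thresholds with all double mutants on 1 side of all controls. In cortex they were 10 and 10 by the same rule. Ranking by size among called genes gave 8 and 8 against the single mutants, 5 and 5 between tissues and 3 and 3 for each single mutant. Symbols of uncharacterised genes were passed over. They numbered 3 lower and 27 higher in the cerebellar comparison, 4 and 35 in cortex, 2 and 0 against the single mutants, 0 and 6 between tissues, 1 and 10 for the Aptx mutants, and 1 and 11 for the Atm mutants.

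Gene positions came from the annotation of the same build (NCBIM37), which matched 21982 symbols (97.4%). 136 symbols lay at several loci. Copies of Rpl29 were sought with BLAST 2.17.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The correlation for blocks was estimated with statmod 1.5.0.

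The models were tested on simulated data with 200 changed genes. Over 13277 simulated genes for the cerebellar comparison of double mutants with controls, 92.5% of 1.5-fold changes and 97.0% of 2-fold changes were recovered, with 9 false calls. For double against single mutants the shares were 86.6% and 92.5%, for the Aptx mutants 62.7% and 94.0%, and for the Atm mutants 58.2% and 85.1%. For cortex they were 95.5% and 100%, for the tissue difference 74.6% and 95.5%, and for the departure from additivity 38.8% and 82.1%.

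Pairing by library number was checked on deviations from group means. Double-mutant libraries of the 2 tissues that share a library code correlated at 0.234 to 0.499 in all 6 pairs, and same-numbered controls at 0.130 to 0.308 in all 4 pairs, so the numbers pair libraries across tissues. The tissue comparison was refitted with that block, and the gene list tests were not. Values given for the tissue difference come from the fit without a block unless a block is named.

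Alternatives were other pseudocounts, no filter or a filter on the mean, quantile normalization, rescaling to a median log2 ratio of 0, limma without the trend or with robust moderation, library weights, blocks, fewer groups in the fit, other list tests and each library left out. A covariate from Xist was planned, but the gene is not listed. Ddx3y was used in its place, and fits without double mutants 4 and 6, on libraries with read steps alone and with a block by genotype and number were added. These 4 alternatives were chosen after seeing the data. A few genes that the rule names, and their values, are not reported here, and counts still include them.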

Results

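The data comprised 14 cerebellum and 10 cortex libraries, each with FPKM values for 22562 genes. Sums of FPKM ran from 229937 to 247730 per cerebellum library and from 239529 to 554380 per cortex library. In turn 12385 to 12691 and 12427 to 12774 genes reached 1 FPKM. The highest cortex sum belonged to control 4. There the uncharacterised gene Gm10654 was listed at 322070 FPKM, 58.1% of the sum, while all other genes summed to 232311. Transcripts of the Y chromosome split the mutants but not the controls. Ddx3y, a Y-linked RNA helicase, reached 25.5, 24.7 and 28.9 FPKM in cerebellar double mutants 2, 3 and 5 and 26.5 in Aptx mutant 1. It stood at an intermediate 2.30 in double mutant 6 and at most 0.103 in every other cerebellum library, all controls included. In cortex it stood at 8.24 FPKM in double mutant 6. This library enters every double-mutant mean, and whether it is a mixed sample was not tested.

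Controls stood apart from every mutant genotype in both tissues. Pearson correlations between replicates ran across genes from 0.976 to 0.992 among cerebellar double mutants, from 0.978 to 0.990 among cerebellar controls. They ran from 0.988 to 0.993 among cortical double mutants and from 0.989 to 0.994 among cortical controls.

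**Figure D1:**
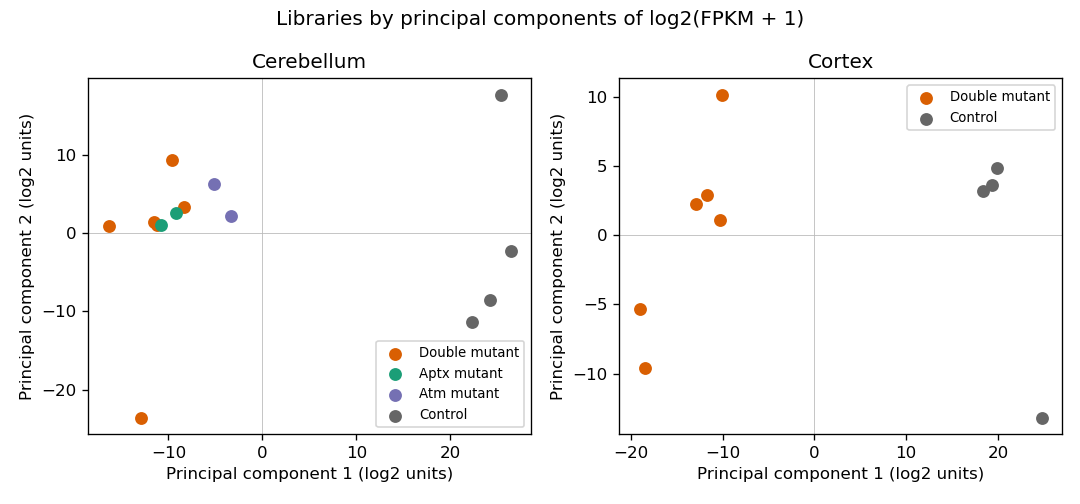
First and second principal components of the log2(FPKM + 1) values of each library in cerebellum and cortex, with genotype groups marked. In cerebellum the controls lie between 22.3 and 26.4 on the first component (39.5% of variance) and all mutants between -16.4 and -3.36, and in cortex the controls lie between 18.4 and 24.8 (59.1%) and the double mutants between -19.1 and -10.1.

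The first comparison asked how the cerebellum of double mutants, which develop ataxia, differs from that of controls. Itpr1, the inositol trisphosphate receptor that releases calcium from internal stores of Purkinje cells and is mutated in spinocerebellar ataxia, fell 6.88-fold, from 284 ± 47.9 FPKM (SD, n = 4) in controls to 40.3 ± 5.36 (SD, n = 6). The acute-phase inhibitor Serpina3n, a marker of reactive astrocytes, rose from 1.34 ± 0.277 to 14.5 ± 4.92 FPKM, and Gfap, the intermediate filament of astrocytes, from 36.5 ± 10.3 to 88.2 ± 7.58. The list of potassium channel genes was called lower and that of splicing factors higher, but no list call held with an estimated correlation (lowest adjusted p = 0.379). Among 13277 genes tested, 4307 were called, 2967 higher and 1340 lower, with a median absolute log2 fold change of 0.32. The study's threshold kept 137, of which 66 rose and 71 fell, and 391 or 432 with pseudocounts of 0.1 or 0.01. Of all tested genes, 21.8% had every double mutant on 1 side of every control, where chance gives 0.952%.

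The ranked genes that fell included hormone and neuropeptide genes. Prl, which encodes the pituitary hormone prolactin, had the lowest log2 fold change, -4.24 (SE 0.69, adjusted p = 0.000489), although controls varied widely, at 45.5 ± 52.0 FPKM against 0.585 ± 1.43. The neuropeptide genes Nts (-2.02, adjusted p = 6.41e-05) and Vip (-1.74, adjusted p = 3.91e-05) fell as well. So did Lhx9, a transcription factor of the developing brain (-1.87, adjusted p = 3.71e-05), Cnih3, an auxiliary protein of AMPA receptors (-2.21, adjusted p = 2.33e-07), Syt6, a synaptotagmin (-1.63, adjusted p = 1.74e-07), and Camkv, a kinase-like vesicle protein (-1.60, adjusted p = 0.000268). Markers of brain stem and midbrain, a list chosen after seeing the data, moved with them, with 6 of 10 lower and 1 higher. Rpl29, a protein of the large ribosomal subunit, fell from 78.9 ± 1.37 to 7.84 ± 1.16 FPKM (log2 -3.18, SE 0.10, adjusted p = 1.19e-10). Rps3a, of the small subunit, fell from 197 ± 74.4 to 38.6 ± 2.35 (-2.26, SE 0.15, adjusted p = 1.82e-07). Both have processed copies in the genome, so reads assigned to them are uncertain. The others were the securin gene Pttg1 (-2.10, adjusted p = 0.000207), the carbonic anhydrase Car9 (-1.88, adjusted p = 3.24e-05) and the meiotic cohesin Rec8 (-1.62, adjusted p = 0.00457). Pcbd1, which recycles tetrahydrobiopterin (-1.59, adjusted p = 3.32e-05), and AW551984 (-2.23, adjusted p = 0.000124) fell too.

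Genes that rose most were Serpina3n (log2 2.68, SE 0.17, adjusted p = 1.08e-07), the neural progenitor gene Prtg (2.11, adjusted p = 3.79e-08) and the cytokine gene Il22 (1.78, adjusted p = 0.000103). The galanin receptor Galr1 (1.54, adjusted p = 5.3e-05) and Acta2, the actin of smooth muscle (1.48, adjusted p = 1.8e-07), came next. Hrk, a cell-death activator of the Bcl-2 family, rose from 0.955 to 4.09 ± 1.10 FPKM (1.35, adjusted p = 2.27e-05), and Slc7a3, a transporter of cationic amino acids, from 1.16 to 4.49 ± 1.10 (1.35, adjusted p = 4.08e-05). The junction gene Cgnl1 (1.37, adjusted p = 6.61e-07), Mslnl (1.35, adjusted p = 0.000446), Gfap (1.28, adjusted p = 2.27e-05) and the histone genes Hist4h4 (1.85, adjusted p = 6.06e-05) and Hist1h2al (1.42, adjusted p = 0.00119) completed the set. Of the study's named genes, 5 fell, 0 rose and 11 were not past the test, with 5 when adjusted over the list alone. They were Itpr1, Lynx1, a modulator of nicotinic receptors (-0.76, adjusted p = 4.53e-06), and the potassium channel partner Kcnip4 (-0.43, adjusted p = 5.41e-05), with Car8, a Purkinje protein that binds Itpr1 (-0.36, adjusted p = 0.00462), and Bean1 (-0.28, adjusted p = 0.0143). The study chose these genes on these or related samples, so the list is not independent evidence of a direction (camera adjusted p = 0.0048, and adjusted p = 0.379 with an estimated correlation).

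**Figure D2:**
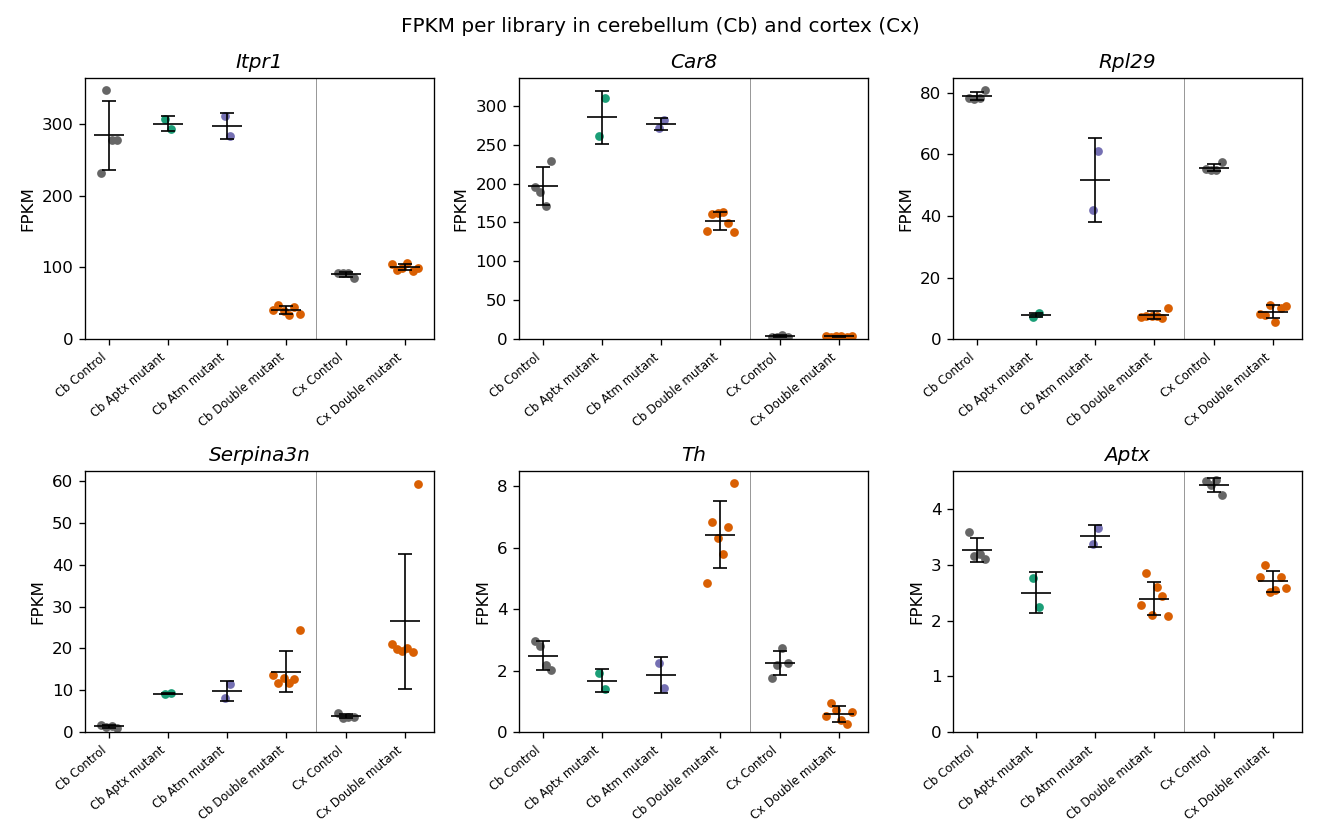
FPKM of Itpr1, Car8, Rpl29, Serpina3n, Th and Aptx in each library of 4 cerebellum and 2 cortex groups, with bars for the mean and error bars for the SD. Cerebellar Itpr1 averages 40.3 FPKM in double mutants against 284 in controls, 300.5 in Aptx mutants and 297 in Atm mutants.

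Of the 29 lists, 8 were called in this comparison, and no call held with an estimated correlation. Potassium channel genes were lower, with 19 of 43 fallen, 4 risen and 20 not past the test, and 24 past when adjusted over the list alone (adjusted p = 3.84e-06, and adjusted p = 0.379 with an estimated correlation). Kcnn1, a calcium-activated channel, fell by 0.67 on the log2 scale (adjusted p = 8.56e-05) and the channel subunit Kcnab1 by 0.51 (adjusted p = 6.47e-05). Of 85 synaptic genes 15 fell, 10 rose and 60 were not past the test, with 25 adjusted over the list alone (adjusted p = 0.00722, and adjusted p = 0.797 with an estimated correlation). The fusion proteins Stx1a (-0.98, adjusted p = 0.000135) and Vamp1 (-0.65, adjusted p = 0.000137) fell, while Syt1, the calcium sensor of release (0.42, adjusted p = 1.82e-05), and the glutamate receptor Gria2 (0.45, adjusted p = 0.000172) rose. The synaptic call was lost without control 2 (adjusted p = 0.0694). The fry test, which asks for a change of the list in 1 direction, gave adjusted p = 0.36. Splicing and R-loop factors were higher, with 21 of 38 risen, 1 fallen and 16 not past, and 24 adjusted over the list alone (adjusted p = 8.32e-05, and adjusted p = 0.379 with an estimated correlation). Prpf3 (0.59, adjusted p = 3.84e-05), Snrpd1 (0.46, adjusted p = 9.5e-05) and Sf3a3 (0.43, adjusted p = 0.000123), parts of the spliceosome, were among them.

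Lists of reactive astrocyte, oligodendrocyte, granule neuron and meningeal markers were called higher. Reactive astrocyte genes had 9 of 15 risen, 1 fallen and 5 not past, and 11 adjusted over the list alone (adjusted p = 0.0048, and adjusted p = 0.379 with an estimated correlation). Among them were Vim, another intermediate filament (0.87, adjusted p = 3.14e-05), and the copper carrier Cp (0.53, adjusted p = 0.00112). Oligodendrocyte genes had 7 of 15 risen, 0 fallen and 8 not past, with 7 adjusted over the list alone (adjusted p = 0.0302, and adjusted p = 0.797 with an estimated correlation). Ermn, a cytoskeletal protein of myelinating cells, rose by 0.58 (adjusted p = 0.000454), and Cldn11, the tight-junction protein of myelin, by 0.33 (adjusted p = 0.00569). Without control 2 that call was lost (adjusted p = 0.0831). Granule neuron markers had 10 of 23 risen, 0 fallen and 13 not past, with 11 adjusted over the list alone (adjusted p = 0.039, and adjusted p = 0.843 with an estimated correlation). The transcription factors Neurod1 (0.82, adjusted p = 3.84e-05) and Zic1 (0.49, adjusted p = 0.00018) led them. That call was lost without double mutant 1 (adjusted p = 0.0915), double mutant 6 (0.0529), control 1 (0.115) or control 3 (0.104). Meningeal markers had 6 of 10 risen, 0 fallen and 4 not past, with 7 adjusted over the list alone (adjusted p = 0.0495, and adjusted p = 0.797 with an estimated correlation). The growth factor Igf2 (0.91, adjusted p = 5.94e-05) and the prostaglandin synthase Ptgds (0.55, adjusted p = 0.00194) were highest. That call was lost without double mutant 1 (0.0915), 3 (0.0745), 4 (0.0735) or 5 (0.059), Atm mutant 1 or 2 (0.0607 each), control 2 (0.116) or control 3 (0.107).

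No call was made for the other 21 lists. Purkinje markers had 4 of 24 risen, 4 fallen and 16 not past, with 8 adjusted over the list alone (adjusted p = 0.102). Beside Itpr1 and Car8, the G protein subunit Gng13 fell (-0.40, adjusted p = 0.00559), while the phospholipase Plcb4 rose (0.23, adjusted p = 0.00136). Among ataxia genes 12 of 52 rose, 9 fell and 31 were not past, with 23 adjusted over the list alone (adjusted p = 0.446). Among calcium signalling genes 9 of 38 rose, 5 fell and 24 were not past, with 15 so adjusted (adjusted p = 0.196). Among DNA repair genes 9 of 30 rose, 0 fell and 21 were not past, with 8 so adjusted (adjusted p = 0.553). The break sensor Parp2 (0.59, adjusted p = 0.000391), the break-repair factor Xrcc4 (0.43, adjusted p = 0.000918) and Nbn (0.38, adjusted p = 0.000207) rose. For p53 targets 6 of 19 rose, 1 fell and 12 were not past, with 8 adjusted over the list alone (adjusted p = 0.446). The cell-cycle inhibitor Cdkn1a (0.76, adjusted p = 0.00521) rose, and Zmat3 fell (-0.51, adjusted p = 0.000195). Activated microglia genes had 6 of 12 risen, 0 fallen and 6 not past, with 6 adjusted over the list alone (adjusted p = 0.0623), with Cd9 (0.97, adjusted p = 2.83e-06) and Apoe (0.39, adjusted p = 0.000453). Microglia markers had 5 of 18 risen, 1 fallen and 12 not past, with 7 so adjusted (adjusted p = 0.553).

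The counts of the remaining lists are given as risen, fallen, not past the test, and past it when adjusted over the list alone. They were 2, 3, 10 and 5 for inhibitory interneurons (adjusted p = 0.233), 4, 3, 5 and 8 for cortical excitatory neurons (0.553), 5, 3, 10 and 8 for astrocytes (0.553). They were 1, 1, 6 and 2 for oligodendrocyte precursors (0.374), 5, 0, 10 and 5 for vessels (0.158), 4, 1, 10 and 5 for choroid plexus (0.313) and 0, 0, 8 and 0 for blood (0.508). They were 0, 0, 9 and 0 for immediate early genes (0.446), 1, 0, 18 and 0 for interferon response (0.732), 5, 1, 12 and 6 for nonsense-mediated decay (0.446) and 7, 4, 7 and 12 for housekeeping genes (0.878). Ribosomal proteins had 22, 14, 56 and 43 (0.518), mitochondrially encoded genes 2, 0, 11 and 0 (0.931) and histones 18, 9, 32 and 28 (0.888). For ribosomal proteins and ataxia genes the median log2 fold change was 0.04, while the mean was -0.05 and the test leaned lower. For housekeeping genes the median was 0.11 and the mean 0.02 while the test leaned lower.

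Group and library series coincide in every comparison with controls and cannot be separated there. The columns of the controls and of double mutant 6 were computed differently from the others. On the first principal component double mutant 6 lay with the other mutants, at -11.2 in cerebellum and -12.9 in cortex. Fewer of its low cerebellar values shared the commonest ratio than in any control (0.305% against at least 2.44%). Its position therefore does not exclude an effect of a computation specific to the controls. No control carried Y-linked transcripts, but neither did 5 mutant libraries, and with Ddx3y as a covariate, an alternative chosen after seeing the data, 2904 genes were called, of which 58.8% were higher. Of the called genes 68.9% were higher, but 52.2% after quantile normalization and 47.7% after rescaling to the median. No called list changed direction after quantile normalization, and the lists were not tested after rescaling.

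The second comparison set the double mutants against both single mutants, which share their library series, and asks what the combined loss adds. Itpr1 fell to 40.3 ± 5.36 FPKM (n = 6) against 300.5 ± 10.3 in Aptx and 297 ± 18.8 in Atm mutants (n = 2 each), a log2 fold change of -2.87 (SE 0.11, adjusted p = 1.22e-09). Car8 fell to 152 ± 12.1 from 286 ± 33.9 and 276 ± 7.62 (-0.88, SE 0.08, adjusted p = 8.16e-05). Lists of microglial and activated microglial genes were called higher. The list of Purkinje markers was called lower, with 4 of 24 fallen, but not with an estimated correlation (adjusted p = 0.073). Against controls, with the preset correlation, both single mutants had microglia markers called lower and Purkinje markers called higher. Neither list was called in double mutants against controls. Differences of these lists from single mutants therefore need not be departures of the double mutants from controls. Car8 fell in double mutants against controls but rose in both single mutants. Th, the enzyme that limits catecholamine synthesis and is also made by some Purkinje cells, rose to 6.43 ± 1.09 from 1.68 and 1.85 FPKM (1.42, adjusted p = 6.09e-05).

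In this comparison 263 genes were called, 150 higher and 113 lower, and 12 passed both thresholds. Among the lowest were Rpl29 (-1.28, adjusted p = 2.11e-05), the matrix protein Tnc (-1.20, adjusted p = 0.00306) and the mitochondrial leucyl-tRNA synthetase Lars2 (-1.11, adjusted p = 0.0342). They also held the matrix protein Hmcn1 (-1.06, adjusted p = 0.00847), the growth factor Fgf7 (-1.02, adjusted p = 0.00239) and Igfbp5, which binds insulin-like growth factors (-0.81, adjusted p = 0.001). The highest were Hrk (1.57, adjusted p = 8.16e-05), Galr1 (1.49, adjusted p = 0.00127), Mslnl (1.43, adjusted p = 0.00311) and Slc7a3 (1.06, adjusted p = 0.00306). Then came Chac1, which degrades glutathione (1.03, adjusted p = 0.00127), and the protease Pappa (0.92, adjusted p = 0.00582). Of the study's named genes 8 of 16 fell, 0 rose and 8 were not past the test, with 8 adjusted over the list alone, which is not independent evidence (adjusted p = 2.19e-14, and adjusted p = 0.0203 with an estimated correlation). Besides Itpr1 and Car8 they included Bean1 (-0.42, adjusted p = 0.0152), Kcnip4 (-0.40, adjusted p = 0.00146), Lynx1 (-0.37, adjusted p = 0.0138), the glutamate transporter Slc1a3 (-0.34, adjusted p = 0.0285) and Chn2 (-0.34, adjusted p = 0.0483).

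**Figure D3:**
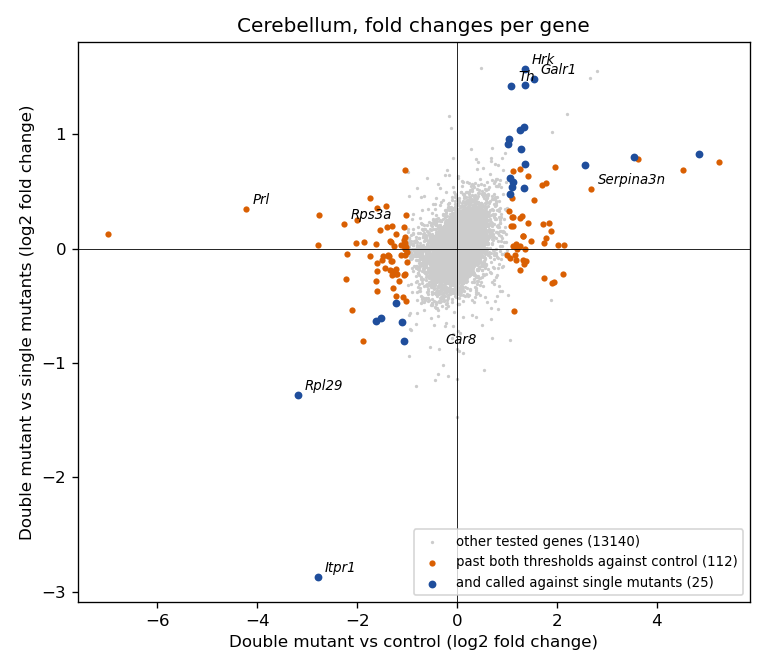
Log2 fold change of each cerebellar gene in double mutant against control (horizontal) and double mutant against the mean of the single mutants (vertical). Grey points are 13140 other genes, orange the 112 past both thresholds against controls, and blue the 25 of these also called against single mutants in the same direction, among which Itpr1 lies lowest on the vertical axis at -2.87.

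Of 13 called lists, 3 held with an estimated correlation, namely microglia, activated microglia and the study's named genes. Against Aptx mutants alone these 3 lists held (adjusted p = 0.0138 to 0.0413), and against Atm mutants alone 0 of 14 called lists did (lowest adjusted p = 0.0632). Microglia markers had 5 of 18 risen, 0 fallen and 13 not past, with 9 adjusted over the list alone (adjusted p = 2.59e-10, and adjusted p = 0.0212 with an estimated correlation). The lysosomal protease Ctss (0.54, adjusted p = 0.0141), the fractalkine receptor Cx3cr1 (0.36, adjusted p = 0.0294) and the complement genes C1qc (0.46, adjusted p = 0.0324) and C1qa (0.58, adjusted p = 0.0406) rose. Activated microglia genes had 3 of 12 risen, 0 fallen and 9 not past, with 6 adjusted over the list alone (adjusted p = 3.69e-06, and adjusted p = 0.0209 with an estimated correlation), namely the lysosomal membrane proteins Cd63 (0.34, adjusted p = 0.0195) and Cd68 (0.46, adjusted p = 0.0391) and the tetraspanin Cd9 (0.35, adjusted p = 0.046). Purkinje markers had 0 of 24 risen, 4 fallen and 20 not past, with 11 adjusted over the list alone (adjusted p = 7.17e-16, and adjusted p = 0.073 with an estimated correlation). Without the study's named genes the Purkinje values were 4.67e-10 and 0.142. Besides Itpr1 and Car8, the phosphatase Inpp5a, which acts on the messenger that opens Itpr1, fell (-0.42, adjusted p = 0.0294).

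Ataxia genes had 5 of 52 fallen, 0 risen and 47 not past, with 6 adjusted over the list alone (adjusted p = 1.33e-05, and adjusted p = 0.206 with an estimated correlation). Potassium channel genes had 3 of 43 fallen, 1 risen and 39 not past, with 12 adjusted over the list alone (adjusted p = 0.00478, and adjusted p = 0.313 with an estimated correlation). Synaptic genes had 2 of 85 fallen, among them the fusion protein Snap25 (-0.20, adjusted p = 0.0418), 0 risen and 83 not past, with 2 adjusted over the list alone (adjusted p = 0.000624, and adjusted p = 0.32 with an estimated correlation). Calcium signalling genes had 1 fallen, Itpr1, 1 risen, the calcium channel Cacna1e (0.56, adjusted p = 0.001), and 36 not past, with 3 adjusted over the list alone (adjusted p = 0.0081, and adjusted p = 0.511 with an estimated correlation). That call was lost without the study's named genes (adjusted p = 0.0744) and without Atm mutant 1 (adjusted p = 0.0804). Astrocyte markers had 3 of 18 risen, 1 fallen and 14 not past, with 5 adjusted over the list alone (adjusted p = 0.01, and adjusted p = 0.206 with an estimated correlation). Gfap (0.87, adjusted p = 0.00496) and the water channel Aqp4 (0.61, adjusted p = 0.0248) were among them. Among reactive astrocyte genes 1 of 15, Gfap, rose, 0 fell and 14 were not past, with 6 adjusted over the list alone (adjusted p = 0.0188, and adjusted p = 0.207 with an estimated correlation). Without Atm mutant 1 both astrocyte calls were lost (adjusted p = 0.0535 and 0.109). Oligodendrocyte genes had 1 of 15 risen, Cldn11 (0.38, adjusted p = 0.0216), 0 fallen and 14 not past, with 8 adjusted over the list alone (adjusted p = 1.49e-08, and adjusted p = 0.0783 with an estimated correlation). Ribosomal protein genes had 16 of 92 risen, 1 fallen, Rpl29, and 75 not past, with 45 adjusted over the list alone (adjusted p = 2.1e-21, and adjusted p = 0.0783 with an estimated correlation). Rpl30 (0.49, adjusted p = 0.00187) and Rps21 (0.39, adjusted p = 0.016) led them. Histone genes had 1 of 59 risen, Hist1h2bj (0.45, adjusted p = 0.044), 0 fallen and 58 not past, with 12 adjusted over the list alone (adjusted p = 5.86e-11, adjusted p = 0.206 with an estimated correlation, and adjusted p = 0.0511 with fry).

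The count of 263 moved when a library was left out. It was 365 without double mutant 4 and also higher without control 2, but 83 without Atm mutant 1, 165 without Atm mutant 2, 103 and 97 without Aptx mutants 1 and 2. The count was 172, 174, 161, 164 and 163 without double mutants 1, 2, 3, 5 and 6. Y-linked transcripts were nearly absent from both Atm mutants and Aptx mutant 2, but not from double mutants 2, 3, 5 and 6. With Ddx3y as a covariate, chosen after seeing the data, 199 genes were called. Of these 46.7% were higher, against 57.0% without the covariate. The call of Lars2 was lost without double mutant 1 (adjusted p = 0.0685), 2 (0.058), 5 (0.0693) or 6 (0.0657), Aptx mutant 1 (0.155), Atm mutant 1 (0.102) or Atm mutant 2 (0.113). That of Slc1a3 was lost without double mutants 1, 3 or 6 or any single mutant (adjusted p = 0.0548 to 0.123), and that of Chn2 without any of these, double mutants 4 or 5 or controls 3 or 4 (0.0517 to 0.169). Lost were also the calls of Bean1 without Aptx mutant 2 (0.0924) or Atm mutant 2 (0.0609), Lynx1 without Aptx mutant 1 (0.0766) or Atm mutant 1 (0.0677) and Hmcn1 without Aptx mutant 2 (0.0605).

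Against each single mutant alone Itpr1 fell by 2.88 on the log2 scale against Aptx mutants (adjusted p = 3.28e-08) and by 2.86 against Atm mutants (adjusted p = 3.55e-08). Car8 fell by 0.90 (adjusted p = 0.00194) and 0.86 (adjusted p = 0.000615). In all, 19 genes were called against Aptx mutants, 11 higher and 8 lower, and 297 against Atm mutants, 171 higher and 126 lower. Lynx1 fell by 0.71 against Atm mutants (adjusted p = 0.000664) and stood at -0.03 (adjusted p = 0.998) against Aptx mutants, in which it fell by 0.73 against controls (adjusted p = 0.000327). Rpl29 fell by 2.56 against Atm mutants (adjusted p = 3.81e-08) and stood at 0.00 (adjusted p = 0.998) against Aptx mutants, in which it averaged 7.79 ± 0.767 FPKM.

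The single mutants were set against the same controls to ask whether they approach the double mutant. Aptx mutants had Prl (-4.57, adjusted p = 0.00583), Rpl29 (-3.19, adjusted p = 7.86e-09) and the relaxin family gene Rln3 (-2.81, adjusted p = 0.0218, listed at 0 in both libraries) lowest and Prtg (2.17, adjusted p = 1.92e-06), Serpina3n (2.12, adjusted p = 6.03e-05) and Il22 (1.89, adjusted p = 0.00201) highest. Atm mutants had Prl (-4.60, adjusted p = 0.00803, listed at 0), Rln3 (-2.81, adjusted p = 0.0294, listed at 0) and Rps3a (-2.56, adjusted p = 3.11e-06) lowest and Prtg (2.50, adjusted p = 5.49e-07), Serpina3n (2.19, adjusted p = 4.9e-05) and the phospholipase Pla2g4e (1.86, adjusted p = 0.00926) highest. Itpr1 was 0.10 (adjusted p = 0.696) and 0.08 (adjusted p = 0.768) on the log2 scale, and Car8 rose by 0.54 (adjusted p = 0.00638) and 0.50 (adjusted p = 0.0136). Aptx mutants had 2070 called genes, 1385 higher and 685 lower, and Atm mutants 1331, 900 higher and 431 lower.

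In both single mutants the lists of granule neuron, Purkinje and splicing genes were called higher and those of ribosomal protein, histone, potassium channel and microglia genes lower, none of them with an estimated correlation. Counts are given for Aptx and then Atm mutants. Purkinje markers had 10 and 4 of 24 risen and 0 fallen, with 11 and 12 adjusted over the list alone (adjusted p = 0.0131 and 0.00697), including Plcb4 and the calcium buffer Calb1 (0.53 and 0.42). Granule neuron markers had 7 and 6 of 23 risen and 0 fallen, with 7 in each adjusted over the list alone (adjusted p = 0.0101 and 0.000735). Splicing factors had 17 and 13 of 38 risen and 0 fallen, with 21 and 19 so adjusted (adjusted p = 0.000104 and 0.000454). Ribosomal proteins had 18 and 19 of 92 fallen and 4 and 2 risen, with 33 and 29 so adjusted (adjusted p = 2.8e-07 and 7.65e-13). Histones had 6 and 8 of 59 fallen and 3 and 5 risen, with 9 and 20 so adjusted (adjusted p = 0.00481 and 0.00487). Potassium channels had 8 and 5 of 43 fallen and 1 and 2 risen, with 11 and 12 so adjusted (adjusted p = 0.000824 and 0.00542), and microglia markers had 2 and 3 of 18 fallen and 0 risen, with 2 and 7 so adjusted (adjusted p = 0.0352 and 0.000735). Reactive astrocyte genes were also called in Aptx mutants (5 of 15 risen, 5 adjusted over the list alone, adjusted p = 0.042) and meningeal markers in Atm mutants (1 of 10 risen, 2 adjusted over the list alone, adjusted p = 0.0398). With an estimated correlation the values were not past the test (adjusted p = 0.735 for every called list in Aptx mutants and 0.698 to 0.778 in Atm mutants).

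Shares of higher calls were 66.9% in Aptx and 67.6% in Atm mutants, but 50.6% and 48.3% after quantile normalization and 44.4% and 44.2% after rescaling to the median. Counts in Aptx mutants were 574 and 469 without Aptx mutants 1 and 2 and 1340 without control 3. In Atm mutants they were 326 and 376 without Atm mutants 1 and 2, 805 without control 1 and 775 without control 3. The call of Prl was lost without Aptx mutant 1 or 2 (adjusted p = 0.0527 and 0.0618) in that comparison and without Atm mutant 1 or 2 (0.0655 and 0.0626) in the other. Without the same libraries Rln3 was lost (0.123, 0.124, 0.138 and 0.147), as was Pla2g4e without either Atm mutant (0.0739 and 0.0666). Rln3 was also lost without control 1 (0.0519 in Aptx and 0.0693 in Atm mutants), 3 (0.0539 and 0.0703) or, in Atm mutants, 4 (0.0569).

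Fold changes of the single mutants followed those of the double mutant across genes, which are not independent replicates. For Aptx mutants Pearson's r was 0.877 and Spearman's rho 0.829, with 83.9% of genes of the same sign. Unchanged groups simulated against the same controls gave a median r of 0.450 and 64.8%, and splitting the controls gave r of 0.681 to 0.766. For Atm mutants r was 0.768, rho 0.693 and the share 77.5%, and split controls gave 0.530 to 0.676. The covariance was 0.0885 for Aptx and 0.0730 for Atm mutants against a simulated 0.00791, differences of 0.0806 and 0.0651. The simulation holds no difference between library series, and splitting the controls leaves that difference in both comparisons. The excess therefore cannot tell a shared effect of the genotypes from library series or the different computation of the control columns. Genes called higher in both double and Aptx mutants numbered 1242 and lower 583. With Atm mutants 754 and 336 were shared. These comparisons use the same 4 controls, which alone makes calls overlap, and the overlap was not simulated. Without genes called in the double mutant r was 0.701 for Aptx mutants and 0.491 for Atm mutants, and the latter lies inside the simulated range.

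The departure from additivity asked whether the double mutant differs from the sum of the single effects. Itpr1 (-2.96, adjusted p = 2.22e-06), Car8 (-1.40, adjusted p = 0.000167), Slc1a3 (-0.80, adjusted p = 0.00638), Chn2 (-0.72, adjusted p = 0.0185), Bean1 (-0.55, adjusted p = 0.0479) and Kcnip4 (-0.37, adjusted p = 0.046) were lower than that sum. Of 599 called genes 221 were higher and 378 lower. The 36.9% higher became 52.2% after quantile normalization and 56.8% after rescaling, and the library series enters this contrast with the opposite sign. The count was 183 and 114 without Aptx mutants 1 and 2, 158 and 247 without Atm mutants 1 and 2, 366 without double mutant 3, and 319 and 324 without controls 1 and 3.

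In the cortex, which the study examined beside the cerebellum, Itpr1 rose slightly in double mutants, from 90.4 ± 3.73 FPKM (n = 4) to 100.1 ± 4.38 (n = 6), a log2 change of 0.15 (adjusted p = 0.0168), and Car8 was at 0.00 (adjusted p = 0.999). Lists of oligodendrocyte, choroid plexus and interferon genes were called lower and that of cortical excitatory neuron markers higher, but none with an estimated correlation (lowest adjusted p = 0.777). Serpina3n rose from 3.79 to 26.5 ± 16.1 FPKM (2.38, adjusted p = 2.87e-05), and Rpl29 fell from 55.7 ± 1.17 to 8.90 ± 2.07 (-2.54, adjusted p = 8.23e-08). Among 12815 genes tested 4970 were called, 3112 higher and 1858 lower, with a median absolute log2 fold change of 0.27. Of the 101 past both thresholds 53 rose and 48 fell, and with pseudocounts of 0.1 or 0.01 the count was 212 or 233. Among all tested genes 27.1% had every double mutant on 1 side of every control (0.952% by chance).

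Genes that fell included Prl (-4.19, adjusted p = 0.00044), the immunoglobulin gene Ighg2c (-3.11, adjusted p = 1.01e-07) and Clec3b, which encodes tetranectin (-2.65, adjusted p = 1.51e-05). They also included Rps3a (-2.30, adjusted p = 1.06e-07), the orexin precursor Hcrt, a peptide of hypothalamic neurons (-2.30, adjusted p = 3.27e-07), Eps8l1 (-1.89, adjusted p = 0.000123) and the microglial receptor Fcrls (-1.77, adjusted p = 6.16e-05). The vomeronasal receptor genes Vmn2r29 (-3.39, adjusted p = 3.92e-05) and Vmn1r90 (-1.50, adjusted p = 0.00174) fell too. Beside Serpina3n, the histone genes Hist1h2al (1.62, adjusted p = 1.25e-05), Hist4h4 (1.54, adjusted p = 5.91e-05) and Hist1h4a (1.15, adjusted p = 6.02e-05) rose. So did the interneuron peptide Cort (1.19, adjusted p = 0.000345), the protocadherin Pcdhb5 (1.04, adjusted p = 7.93e-05) and the Nogo receptor relative Rtn4rl2 (1.03, adjusted p = 2.56e-05). The Y-linked genes Eif2s3y (2.76, adjusted p = 0.0201), Uty (2.21, adjusted p = 0.0237) and Kdm5d (1.78, adjusted p = 0.0242) were higher in double mutants 2, 3, 5 and 6 alone. Kdm5d was not called without control 2, 3 or 4 (adjusted p = 0.0506, 0.0505 and 0.0509), nor Uty without control 3 (0.0501), nor any of these with Ddx3y as a covariate, where Eif2s3y stood at 0.08 (adjusted p = 0.498).

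Oligodendrocyte genes had 11 of 15 fallen, 0 risen and 4 not past, with 12 adjusted over the list alone (adjusted p = 0.000147, and adjusted p = 0.91 with an estimated correlation). The gap-junction gene Gjb1 (-0.88, adjusted p = 0.000139) and the myelin genes Mobp (-0.78, adjusted p = 0.000384) and Mbp (-0.65, adjusted p = 0.00244) fell. Cortical excitatory neuron markers had 13 of 18 risen, 1 fallen and 4 not past, with 14 adjusted over the list alone (adjusted p = 0.00528, and adjusted p = 0.777 with an estimated correlation). The vesicular glutamate transporter Slc17a7 (0.59, adjusted p = 0.000108) and the transcription factor Neurod6 (0.77, adjusted p = 0.000127) rose, and Rorb of layer IV fell (-0.44, adjusted p = 9.47e-05). Choroid plexus markers had 4 of 9 fallen, 0 risen and 5 not past, with 5 adjusted over the list alone (adjusted p = 0.00557, and adjusted p = 0.777 with an estimated correlation), including the prolactin receptor Prlr (-1.14, adjusted p = 0.00127) and the channel gene Clic6 (-0.84, adjusted p = 0.000998). Interferon response genes had 6 of 13 fallen, 0 risen and 7 not past, with 6 adjusted over the list alone (adjusted p = 0.00528, adjusted p = 0.91 with an estimated correlation, and adjusted p = 0.056 with fry), including the signalling factor Irf9 (-0.32, adjusted p = 0.00483) and the virus-tethering protein Bst2 (-0.78, adjusted p = 0.00811). Not called were inhibitory interneuron markers (8 of 14 risen, 1 fallen, 9 adjusted over the list alone), splicing factors (15 of 38, 1 and 17) and histones (20 of 54, 2 and 24), each at adjusted p = 0.0506. Purkinje markers (2 of 19 risen, 7 fallen, 11 adjusted over the list alone, adjusted p = 0.0739) and synaptic genes (35 of 85 risen, 10 fallen, 48 adjusted over the list alone, adjusted p = 0.0948) were not called either. For reactive astrocyte genes the median was -0.05 and the mean 0.19, and the test leaned lower. The share of higher calls was 62.6%, but 49.6% after quantile normalization and 50.7% after rescaling, and with Ddx3y as a covariate 2340 genes were called.

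The difference of the effects between tissues was tested directly. Itpr1 differed by -2.93 on the log2 scale (SE 0.13, adjusted p = 4.47e-12), with a fall in cerebellum and a slight rise in cortex. Cnih3 (-2.67, adjusted p = 1.74e-10) and the peptide genes Nts (-2.34, adjusted p = 0.000326), Sst (-2.23, adjusted p = 0.00137) and Vip (-2.22, adjusted p = 3.2e-06) followed. In the other direction lay Vmn2r29 (2.89, adjusted p = 0.000336), Th (2.12, adjusted p = 1.37e-07), Clec3b (1.96, adjusted p = 0.000536), Prtg (1.89, adjusted p = 2.85e-11) and Zic1 (1.63, adjusted p = 0.00018). Lynx1 (-0.48, adjusted p = 0.00176), Bean1 (-0.40, adjusted p = 0.00627) and Kcnip4 (-0.32, adjusted p = 0.00272) were lower in cerebellum, and Car8 was at -0.36 (adjusted p = 0.116). In all 3336 of 12322 genes differed, 1897 with a higher and 1439 with a lower effect in cerebellum. The share of 56.9% higher became 50.6% after quantile normalization and 43.8% after rescaling.

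Oligodendrocyte genes had a higher effect in cerebellum for 12 of 15 and a lower one for 0, with 12 adjusted over the list alone (adjusted p = 1.29e-06, and adjusted p = 0.382 with an estimated correlation), as for Gjb1 (1.09, adjusted p = 3.51e-05) and Ermn (1.09, adjusted p = 0.000213). Choroid plexus (4 of 9 higher, 0 lower, 4 adjusted over the list alone, adjusted p = 0.0278) and interferon genes (5 of 13 higher, 0 lower, 5 adjusted over the list alone, adjusted p = 0.0248) leaned the same way (adjusted p = 0.692 for both with an estimated correlation). Synaptic genes had 21 of 84 lower and 4 higher, with 32 adjusted over the list alone (adjusted p = 0.000429, and adjusted p = 0.555 with an estimated correlation), led by Stx1a (-1.58, adjusted p = 1.25e-06) and the NMDA receptor subunit Grin2b (-0.65, adjusted p = 3.7e-05). Potassium channel genes had 17 of 43 lower and 4 higher, with 22 adjusted over the list alone (adjusted p = 0.000862). Inhibitory interneuron markers had 5 of 13 lower and 1 higher, with 7 so adjusted (adjusted p = 0.0297). Both stood at adjusted p = 0.382 with an estimated correlation. Across the 12322 genes the effects in the 2 tissues correlated at r = 0.354 and rho = 0.199, with 57.2% of the same sign. Genes called in the same direction in both numbered 969 higher and 299 lower, where independent lists would share 679 and 172, and 210 and 234 were called in opposite directions. Past both thresholds 31 rose and 6 fell in both tissues.

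Aptx transcript was called lower in double mutants of both tissues, and in Aptx mutants its change did not pass the test. In cerebellum it averaged 2.40 ± 0.299 FPKM in double and 2.51 ± 0.368 in Aptx mutants against 3.27 ± 0.216 in controls and 3.53 ± 0.198 in Atm mutants. The log2 changes were -0.33 (adjusted p = 0.00581) in double, -0.29 (adjusted p = 0.0792) in Aptx and 0.09 (adjusted p = 0.652) in Atm mutants. In cortex Aptx fell by 0.55 (adjusted p = 1.58e-05). The difference between tissues was 0.22 (adjusted p = 0.0738), which passed with a block by genotype and number (adjusted p = 0.0395). Against the single mutants Aptx was at -0.23 (adjusted p = 0.166). Atm transcript was not lower in any genotype, at 0.20 (adjusted p = 0.0128) in double, 0.32 (adjusted p = 0.0129) in Aptx and 0.15 (adjusted p = 0.211) in Atm mutants. It was at 0.09 (adjusted p = 0.162) in cortex, 0.11 (adjusted p = 0.24) between tissues and -0.03 (adjusted p = 0.88) against the single mutants. The call in Aptx mutants was lost without either library (adjusted p = 0.0647 and 0.121). Values of a whole gene also count exons that a deletion leaves in place, so they do not test the loss of Atm or Aptx.

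In build NCBIM37 Atm lies on chromosome 9 from 53247254 to 53344845, Aptx on chromosome 4 from 40629415 to 40650227, Itpr1 on chromosome 6 from 108163112 to 108501103, Car8 on chromosome 4 from 8070514 to 8166188, Rpl29 on chromosome 9 from 106331785 to 106333899 and Prl on chromosome 13 from 27149439 to 27157073.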

Values the study reported

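The study sequenced cerebella from 6 double-mutant mice, 4 controls and 2 mice of each single mutant. It reported a common group of about 58 genes with lower expression in double-mutant cerebella at a log2 fold change above 1 and a false discovery rate below 0.05. In the cortex it reported 49 altered genes by the same criteria.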

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

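The tests of genes shared by both single mutants, of annotated pseudogenes, of Prl with Gh and of the chromosome of Rpl29, and the fit on libraries with read steps alone, were chosen only after the result was seen.

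A library was singled out when its gap to the nearest other library of its group, divided by the range of the group, exceeded Dixon's critical value. This happened in 21 of 120 groups, where chance gives about 1 in 20, or 6. In cerebellar double mutants, library 4 stood apart for AW551984 (ratio 0.862, at 1.02 FPKM and the next at 0.158), Cnih3 (0.707, 1.24 and 0.614), Lhx9 (0.882, 1.41 and 0.230), Vip (0.937, 0.758 and 0.0480), Camkv (0.756, 2.42 and 1.10) and Hist1h2al (0.667, 28.3 and 43.4). Library 6 stood apart for Rpl29 (0.787, 10.1 and 7.67) and Serpina3n (0.850, 24.4 and 13.6), and library 1 for Mslnl (0.679, 5.40 and 2.56). Library 2 did so for Hmcn1 (0.659, 0.621 and 1.88), and library 3 for Prl (1, at 3.51 while the others were listed at 0). Cerebellar control 4 was low for Vip (0.947, 1.36 and 3.35).

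In cortex, double mutant 3 had the highest sum of FPKM in its group (ratio 0.672, 256460 and the next 251544) and the only Prl value above 0 (1, at 0.206), and double mutant 6 the highest Serpina3n (0.954, 59.4 and 20.95). Control 4 had the highest sum (0.977, 554380 and the next 246683), Rpl29 (0.893, 57.4 and 55.2) and Fcrls (0.896, 13.4 and 6.38). Control 3 had the highest Hist4h4 (0.888, 44.9 and 22.6) and the only Kdm5d value above 0 (1, at 0.00421).

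The effect of the double mutant differed between tissues, by a test of the difference itself, for 3336 genes. Differences are given with the effect in cerebellum and then in cortex. They were -2.93 for Itpr1 (-2.78 and 0.15), -2.67 for Cnih3 (-2.21 and 0.47), -2.34 for Nts (-2.02 and 0.32), -2.23 for Sst (-1.55 and 0.68) and -2.22 for Vip (-1.74 and 0.48). In the other direction they were 1.63 for Zic1 (0.49 and -1.14), 1.89 for Prtg (2.11 and 0.22), 1.96 for Clec3b (-0.69 and -2.65), 2.12 for Th (1.09 and -1.03) and 2.89 for Vmn2r29 (-0.49 and -3.39).

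Labels were exchanged among the same libraries to ask whether chance can be excluded, in 100 splits that include the real one. Counts of genes were reached by 1 split, the real one, for cerebellar double mutants against controls (4307, highest other 1622), also with a log2 fold change over 1 (137, highest other 28), against single mutants (263, highest other 13), and for cortex (4970, highest other 9, and 101, highest other 4). For the tissue difference 2 splits reached the real 3336. The highest other, at 3711, kept all cerebellum labels and exchanged those of 8 cortex libraries, so it still holds the cerebellar effect. The 1622 genes came from a split with 2 libraries exchanged. Such splits that call many genes point to the structure of the samples. Chance is not excluded for the number of called lists, which 51 splits reached in cerebellum (8, highest other 15), 16 against single mutants (13, highest other 18) and 77 in cortex (4, highest other 13).

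Many genes differed between controls and every mutant genotype and few between double and single mutants, and 69.3% of the 137 cerebellar genes past both thresholds (95) were called in both single mutants in the same direction. Library series or the different computation of the control columns could give such a pattern, but the tables argue against it for the part of a change that sets double apart from single mutants, as 18 of the 25 genes also called there, Itpr1 among them (-2.84, adjusted p = 4.62e-08), were called in a fit of the 9 mutant libraries on read steps, which also served to choose the genes. The rest of the change from controls, which for Syt6 is most of it (-1.63 against controls and -0.63 against single mutants), stays open. So does that of the other genes, where series and genotype cannot be told apart because every control and no mutant belongs to 1 series. Double mutant 6, whose columns also lie off the steps, lay with the mutants on the first principal component (-11.2 and -12.9). However, 0.305% of its low genes in cerebellum shared the commonest ratio, against 2.44% to 3.41% in controls. In cortex the shares were 0.333% and 1.56% to 1.89%. Its columns may therefore not have been made like those of the controls. Its position thus cannot decide about a computation specific to the controls. Reads of gene copies assigned differently in the control series stay open for the 31 genes that rose past both thresholds in both tissues. Their odds ratio for annotated pseudogenes was 0, in a test that is void because only 0.00823% of other genes are so annotated, while 27 have uncharacterised symbols.

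In cerebellum the hormone gene Prl and the neuropeptide genes Nts and Vip were called lower in every mutant genotype, and Sst in double mutants alone (adjusted p = 0.121 in Aptx and 0.119 in Atm mutants), and other tissue in the control dissections is a candidate source. For pituitary tissue, 88.9% of libraries with Prl over 1 FPKM (8 of 9) had Gh over 1 FPKM, against 0 of 15 others, with Prl at 5.82, 53.4, 6.91 and 116 FPKM and Gh at 1.34, 4.07, 1.43 and 18.7 in cerebellar controls 1 to 4, though the bounds were set after these values were seen. Only 10% of other pituitary markers (1 of 10) were higher in all controls, which met the bound set beforehand against pituitary tissue, but that bound was wrong because the highest control mean of any marker was 0.664 FPKM, so the test leaves it open. For brain stem or midbrain tissue, 60% of markers (6 of 10) were called lower and 1, Penk, higher (0.32), with Cbln2 (-1.60), Tph2 (-1.39), Tcf7l2 (-0.95), Slc6a4 (-0.90), Tal1 (-0.83) and Slc5a7 (-0.77), and all 10 were tested, so cerebellar libraries hold them. A change in the mutants themselves stays open as well, untested, because a lower level in mutants and tissue in the controls predict the same sign.

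Rpl29 was lower in double and Aptx mutants than in Atm mutants, which share 1 library series. The tables argue against a strain-derived chromosome segment around Aptx, because Rpl29 lies on chromosome 9 and Aptx on chromosome 4. Reads moved from Rpl29 to its copies in the genome would raise the copies, yet the listed copies changed by -22.1% of the loss of Rpl29, which met the bound set beforehand against this explanation. It is left open because the sum holds only the 9 listed genes made mostly of such a copy, a narrower set than the listed genes overlapping a copy that the bound spoke of, and the rest of the 130 copies elsewhere could hold the reads. An effect of the loss of Aptx on Rpl29 stays open and was not tested.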

How the results depend on the processing

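The fits with Ddx3y as a covariate, with a block by genotype and number, and on libraries with read steps alone are tests chosen only after the result was seen. Of 107 named results, 74 kept their side of the threshold and direction under every alternative, 28 lost a call under some, 3 gained one and 4 changed sign. Counts of genes ranged over all alternatives from 2904 to 5568 for cerebellar double mutants against controls, 2340 to 5582 in cortex and 2701 to 4438 between tissues. For the changes below the cause was not tested, except where it is stated. With a pseudocount of 0.1 the genes over the log2 threshold of 1 numbered 391 in cerebellum and 212 in cortex, and with 0.01 they numbered 432 and 233, since a smaller pseudocount widens changes of low values. Rescaling to the median left Atm at 0.14 in double mutants (adjusted p = 0.0521) and Aptx at -0.34 in Aptx mutants (adjusted p = 0.0363). Library quality weights gave 3753 genes in Aptx mutants, 2045 in Atm mutants, 540 against single mutants, 1377 for non-additivity, and Aptx at -0.30 in Aptx mutants (adjusted p = 0.0383). With Ddx3y as a covariate 1344 genes were called in Aptx mutants and 2340 in cortex, Atm stood at 0.18 (adjusted p = 0.0697), and Kdm5d (-0.0127) and Uty (-0.00889) changed sign in cortex. With only the compared groups in the fit 1216 genes were called in Aptx and 524 in Atm mutants. Against Aptx mutants alone 19 genes were called and Rpl29 stood at 0.00139, a change of sign. Against Atm mutants alone Aptx was at -0.42 (adjusted p = 0.0439) and Atm at 0.0528, a change of sign. On libraries with read steps alone 142 genes differed between double and single mutants. Lists called with an estimated correlation numbered 0 in cerebellum, 3 against single mutants and 0 in cortex, and with fry 13 in cerebellum and 8 in cortex. In cortex 9 lists were called without the study's named genes and 7 after quantile normalization. Without genes called in the double mutant the Atm similarity was r = 0.491.

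A block on library number gave 846 genes in Atm mutants, 7 against single mutants, 140 for non-additivity and 3042 in cortex, with Atm at 0.17 in double mutants (adjusted p = 0.0684). Between tissues the block was on library code, which pairs the double mutants but not the controls, and 3678 genes were called. Within a tissue the numbers do not pair libraries, as 3 of 14 same-number pairs in cerebellum and 0 of 4 in cortex correlated above 0.1. A block by genotype and number left the tissue difference of Aptx at 0.22 (adjusted p = 0.0395).

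Leaving out each library in turn gave 3210 to 4515 genes for cerebellar double mutants against controls, 469 to 2615 in Aptx mutants, 326 to 1777 in Atm mutants, 83 to 365 against single mutants, 114 to 888 for non-additivity, 4007 to 5092 in cortex and 2701 to 3584 between tissues. Genes over the log2 threshold numbered 128 to 169 in cerebellum and 83 to 107 in cortex. Most of the highest counts came without cerebellar double mutant 4. Atm ran from 0.29 to 0.35 in Aptx mutants and from -0.0612 to 0.00130 against single mutants, changing sign without Atm mutant 2. Called lists ran from 5 to 11, 12 to 15 and 4 to 8. Leaving out a library of a pair assumes that the lone sample varies like the other groups. The planned covariate from Xist was not run because the gene is not listed. Depth is unknown without counts, so the precision of genes near 1 FPKM is not known.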

Other observations

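The test of uncharacterised symbols and the fit without double mutants 4 and 6 were chosen only after the result was seen, and the list of ATF4 targets was drawn up after 5 such genes were seen. In the cortex of double mutants, 4 of 13 immediate early genes rose and 0 fell, with 4 adjusted over the list alone, and the list was not called (adjusted p = 0.0545). The transcription factors Egr4 (0.78, adjusted p = 0.0039) and Egr1 (0.80, adjusted p = 0.00874) were among them. The interneuron peptide genes Sst (0.68, adjusted p = 1.23e-05) and Npy (0.90, adjusted p = 6.71e-05) rose, in a list of interneuron markers that was not called (adjusted p = 0.0506). Of 7 blood genes 4 rose and 0 fell (adjusted p = 0.193), including the globin gene Hba-a1 (1.39, adjusted p = 0.00564). Among 50 potassium channel genes 15 rose and 8 fell (adjusted p = 0.976), with the glial channel Kcnj10 lower (-1.11, adjusted p = 1.45e-06).

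At the thresholds of the study 101 genes were called in cortex. That is higher than the value quoted from the study above. The count depends on the pseudocount and was 212 with 0.1 and 233 with 0.01. Y-linked genes were read in double mutants 2, 3 and 5 of both tissues and at intermediate levels in double mutant 6, with Ddx3y at 21.5, 19.9, 20.7 and 8.24 FPKM in cortex. Of the 31 genes that rose past both thresholds in both tissues 27 have uncharacterised symbols, against 9.01% of other tested genes (odds ratio 68.0, Fisher p = 1.79e-24).

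Of 5 genes picked after their values were seen, Chac1 (1.03), Slc7a3 (1.06), Mthfd2 (0.58, adjusted p = 0.022) and Sesn2 (0.52, adjusted p = 0.00844) were called higher in double than in single mutants, and Trib3 was not (0.55, adjusted p = 0.0623). A wider rise of ATF4 target genes is a candidate explanation. Targets not seen beforehand rose as a set (p = 0.0112 with an estimated correlation), with 8 of 41 called higher and 0 lower, 19 past the test over the list alone, 34 positive and a median of 0.21. Without double mutant library 6, whose column was computed differently, and the library 4 that stands apart, 3 of the 5 genes were called instead of 4, a number between the bounds set beforehand, so this count decides nothing about these libraries. The call of Mthfd2 was lost (adjusted p = 0.0666), while its log2 fold change went from 0.58 (SE 0.12) to 0.52 (SE 0.13) with fewer libraries in the fit. Those of Chac1 (1.01), Slc7a3 (1.07), Sesn2 (0.61) and Trib3 (0.58) stayed within about 1 SE of the values above.

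Genes near Aptx were called more often between double and Atm mutants. Within 10 Mb 18 of 139 were called, against 276 of 12980 elsewhere (odds ratio 6.84, interval 3.87 to 11.5, Fisher p = 1.95e-09). The 18 include Aptx itself, the targeted gene. Most of the others lie close together on chromosome 4, between positions 41716340 and 42887106. Because the Fisher test treats such neighbours as independent, its p-value and interval overstate the evidence for a segment of 10 Mb. Of the 18, 9 were lower, such as Ccl27a (-1.86) and Ccl21c (-1.09), and 9 higher, such as Ccl19 (0.86) and BC049635 (1.32). A strain-derived chromosome segment around Aptx may account for them.

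Fold changes of double against single mutants fell with gene length across 13119 genes (Spearman rho = -0.177). Of 100 splits of the mutant libraries 3 gave as low a value, the real one included, and the others ran from -0.183 to 0.207. A loss of transcripts of long genes is a candidate explanation that these values leave possible.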
